A study of Mus musculus with 32 samples.

How the data were processed

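RNA from 8 ER-Hoxb8 progenitor clones of a single mouse was analysed in 2 states (GMP and PMN) with 2 replicate libraries per clone and state. The deposited files hold raw read counts per Ensembl gene, 1 file per library, which the authors obtained by aligning reads to the mouse assembly mm9 (NCBI37) with STAR and counting them with HTSeq on the Ensembl annotation of that assembly, per the labels' protocols. Versions of both tools are not given in the sources used here. The deposited files are named as not stranded, so the counts were taken as made without strand. Per the labels' protocols, the libraries were sequenced on a HiSeq 2500 to about 30 M reads of 50 bp, from RNA with a quality value above 7.5. No normalization had been applied to the deposited counts: they were whole numbers with a different total in each library. Each file listed 37583 gene IDs, of which 37168 were found in the GENCODE vM1 annotation of NCBI37 used for symbols, coordinates and exon overlaps; 13950 IDs had no count in any library. Symbols are as in that annotation, and its coordinates are printed 1-based.

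The last 5 lines of each file are HTSeq summary lines and were kept out of library sizes and tests. Reads outside annotated genes were 9.65% to 17.66% of the uniquely aligned reads in GMP libraries. In PMN they were 11.02% to 19.63% in replicate 1 and 7.46% to 11.53% in replicate 2. Ambiguous reads were 2.5% to 2.89% in GMP and 1.65% to 2.07% in PMN. Reads aligned to several places were 17.46% to 22.0% of aligned records in GMP and 10.05% to 15.62% in PMN. HTSeq leaves such reads out, so genes with near-identical copies are undercounted. TMM factors were 1.41 to 1.46 for summed GMP profiles and 0.62 to 0.74 for summed PMN profiles. A state difference is therefore relative to the scaling, and absolute RNA content was not measured.

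Clone, state and replicate number were taken from the labels, where the GMP and neutrophil samples of a clone are described as paired. The tests, lists, named-gene rule and alternatives were fixed, except those named as added later, before the data were examined. For PMN against GMP the counts of the 2 replicates of a clone and state were summed, giving 16 profiles, and the state was tested with the clone as a term. For differences between clones the 16 libraries of a state were fitted with 8 clone means and an F test of 7 coefficients. For the interaction the 32 libraries were fitted with 16 groups. Contrasts of each clone against the mean of the other 7 came from the clone fits. These fits used edgeR 4.0.16 (limma 3.58.1, R 4.3.3): TMM scaling, filterByExpr with its defaults, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors were computed as the absolute log2 fold change over the square root of F. Similarity of clones used log2 CPM with a prior count of 2, centred within state and replicate number, and an exact one-sided permutation test over all matchings of clones. The between-clone SD is the square root of the between-clone variance less the share due to replicates. It was compared between states by an exact two-sided test over all swaps of the state within clones. Figures and permutations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

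The genes named are the 5 largest rises and the 5 largest falls with maturation among called genes moving the same way in 8 clones with a mean of at least 5 CPM. In each state they also include the 6 called genes with the largest between-clone SD. For the interaction they are the 4 with the smallest p, and for each clone the called gene with the largest difference in GMP that was called in the same direction in PMN. The limit of 5 CPM held for all of these genes, over the libraries of that state for the SD and over all libraries otherwise. The 12 fixed lists cover progenitor, primary, secondary and tertiary granule, mature neutrophil, proliferation, recognition of fungi and bacteria, NADPH oxidase, antigen presentation, interferon response, monocyte and sex-linked genes, 70 genes in all. Other genes are named as chosen after their values were seen. Of the sex-linked list, Y chromosome genes had at most 2 counts in any library.

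The replicate numbers are given in the labels, and whether they pair libraries was checked from the deviations of replicate 1 from replicate 2. In GMP these deviations correlated across genes above 0.1 in 28 of 28 pairs of clones (0.43 to 0.65, median 0.55). Between GMP and PMN this held in 64 of 64 pairs (0.13 to 0.49, median 0.28). For these comparisons the pairing therefore comes from the libraries' own deviations, and the blocked value is printed beside a result where it changes a call or moves a count by more than 1.5 times.

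Alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, a mean count of at least 50, a replicate block, fits over all 32 libraries, and leaving out single libraries, replicates or clones. For the state test the clone term, the summing and a 2-fold minimum were also varied, and for the similarity the genes, the correlation and a prior count of 0.5. Some were added after seeing the data: a covariate for proliferation genes, a replicate block within each state, leaving out a clone's own libraries from its contrast, and leaving out the genes of chromosomes 1 and 17. Chromosome medians used genes with a mean of at least 5 CPM, in windows of 40 genes.

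The tests were run first on simulated data with the real library sizes and 200 changed genes. For PMN against GMP 82.5% of genes changed 2-fold were recovered, and 3.5% of calls were false. Between GMP clones 48.5% were recovered at 2-fold and 77.5% at 4-fold. Between PMN clones the shares were 0% and 62.5%, and for the interaction 0% and 56.5%. In contrasts of 1 clone with the other 7, 63.5% and 83.5% were recovered in GMP, and 17% and 74.5% in PMN. Of these calls 5.2% at 2-fold and 12.6% at 4-fold were false in GMP, and 10.5% and 5.7% in PMN. The similarity test gave p under 0.05 in 4.5% of 200 runs without a shared clone part, and in 100% with a shared part of 0.2. Most differences of 2-fold between PMN clones were thus not recovered in the simulation. Counting intervals (95%, exact Poisson) and floors of 3 counts per library cover counting error only, since the reads carry no molecular identifiers. The floors were taken on library totals without TMM scaling.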

Results

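RNA sequencing profiled 8 clones of mouse granulocyte-monocyte progenitors (GMPs), the precursor cells that give rise to neutrophils and monocytes. The clones came from a mouse of the strain C57Bl/6 CD45.1-STEM and are numbered 1, 2, 3, 4, 7, 10, 12 and 13. They carry ER-Hoxb8, a retrovirally expressed fusion of the hormone-binding part of the estrogen receptor to the transcription factor Hoxb8. While beta-estradiol is present the fusion protein is in the nucleus and the cells keep dividing as progenitors. Each clone was measured in 2 states: as GMPs in medium with 0.5 µM beta-estradiol, and as neutrophils (polymorphonuclear cells, PMN) on day 4 after the hormone had been washed out. With 2 replicate libraries per clone and state there were 32 libraries, 16 in each state. The counts assigned to genes ranged from 12.99 to 19.93 M per GMP library (median 16.02 M) and from 15.36 to 23.82 M per PMN library (median 18.34 M). Between 15664 and 17133 genes were detected in a GMP library and between 14051 and 15530 in a PMN library. The 10 most abundant genes took 3.29% to 4.89% of the counts in GMP libraries and 13.89% to 18.62% in PMN libraries. No pair of replicate libraries was a duplicate: the chi-square statistic per degree of freedom was at least 17 in GMP and at least 23.1 in PMN. Levels are given as CPM, read counts relative to the library total, scaled by the trimmed mean of M-values (TMM) over the 32 libraries, and SDs are over the 16 libraries of a state unless stated otherwise.

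The first comparison asked which genes change when a clone matures from GMP to PMN, with the clone as the unit of replication. Of 12531 genes tested, 11384 (90.8%) were called at an adjusted p under 0.05, 5430 of them higher in PMN and 5954 lower (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, n = 8 clones). At least a 2-fold change was seen in 8120 called genes, of which 3722 rose and 4398 fell. Over all genes tested the median log2 fold change was -0.12. Testing against a 2-fold change in place of a change of any size moved the count most, to 7479.

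The 5 largest rises among genes that moved the same way in 8 of 8 clones were in A530064D06Rik, Stfa3, Gm1975, Retnlg and Gm5483. Retnlg (ENSMUSG00000022651, mm9 chromosome 16, 48872721 to 48874611) went from 0.50 ± 0.19 CPM in GMP to 5177 ± 1722 CPM in PMN (SD, n = 16 libraries each). Its log2 fold change was 13.26 with a standard error of 0.24 (edgeR adjusted p 2.82e-12). Stfa3 (ENSMUSG00000054905, chromosome 16, 36450623 to 36455478) rose from 0.38 ± 0.18 to 4191 ± 1854 CPM, a log2 fold change of 13.27 with a standard error of 0.38 (edgeR adjusted p 4.5e-11). Gm5483 (ENSMUSG00000079597, chromosome 16, 36184298 to 36188197) rose from 0.71 ± 0.17 to 6623 ± 1435 CPM, by 13.14 with a standard error of 0.20 (edgeR adjusted p 1.29e-12). The other two had 4 counts each over the 16 GMP libraries. A530064D06Rik (ENSMUSG00000043939, chromosome 17, 48288846 to 48304220) reached 190.9 ± 54.4 CPM in PMN, 18920 times its GMP mean with a 95% counting interval of 7389 to 69439. Gm1975 (ENSMUSG00000079594, chromosome 16, 36321751 to 36334418) reached 141.6 ± 40.1 CPM, a ratio of 12313 with an interval of 4809 to 45191. Stfa3, Gm1975 and Gm5483 belong to the stefin A family of near-identical genes on chromosome 16, so how the counting split reads between them is uncertain.

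The 5 largest falls were in Rag2, Gpr12, Acot3, Nefh and Mycn, each lower in PMN in 8 of 8 clones. Rag2 (ENSMUSG00000032864, chromosome 2, 101464875 to 101472685) had 27.7 ± 9.8 CPM in GMP and 0 counts in the 16 PMN libraries. The floor of 3 counts per library was at most 0.20 CPM before TMM scaling, so it sets no fold bound against the scaled GMP level. With TMM scaling 1 count in PMN clone 4 replicate 2 was 0.0987 CPM. Gpr12 (ENSMUSG00000041468, chromosome 5, 147393727 to 147396815) had 31.6 ± 11.7 CPM in GMP and 2 counts over the PMN libraries, a ratio of 3709 with an interval of 1027 to 30626. Acot3 (ENSMUSG00000021228, chromosome 12, 85393094 to 85400515) had 42.7 ± 13.8 CPM and 3 counts, a ratio of 2681 with an interval of 918 to 13002. Nefh (ENSMUSG00000020396, chromosome 11, 4838757 to 4848067) fell from 72.4 ± 14.9 to 0.032 ± 0.046 CPM, with 7 counts over the PMN libraries, a ratio of 2267 with an interval of 1100 to 5639 (fitted log2 fold change -10.92, edgeR adjusted p 4.36e-12). Mycn (ENSMUSG00000037169, chromosome 12, 12942902 to 12948720) fell from 37.3 ± 16.96 to 0.019 ± 0.054 CPM, with 4 counts over the PMN libraries, a ratio of 1919 with an interval of 750 to 7044 (fitted log2 fold change -10.65, edgeR adjusted p 4.17e-11). Exons of Rag2 overlap B230118H07Rik and those of Acot3 overlap 4732463B04Rik. The counting did not use strand, so reads in the overlaps cannot be assigned.

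Of 70 genes in 12 lists fixed beforehand, 60 were tested between states; 37 were higher in PMN and 19 lower, and 56 were called when adjusted over the list alone. In the progenitor list 8 of 9 genes tested were lower in PMN, with log2 fold changes down to -9.73. The exception was Hoxb8, which rose from 117.0 ± 25.5 to 293.0 ± 86.2 CPM, a log2 fold change of 1.27 with a standard error of 0.11 (edgeR adjusted p 5.79e-07, higher in 8 of 8 clones). Before scaling its counts overlapped, at 1967 to 4010 in GMP libraries and 2399 to 5733 in PMN libraries. Much of this rise therefore rests on the TMM scaling between states. Cd34 fell from 1437 CPM in GMP to 32.3 CPM in PMN, a log2 fold change of -5.58 with a standard error of 0.19 (edgeR adjusted p 1.27e-10, lower in 8 of 8 clones). Exons of Hoxb8 overlap Hoxb7, those of Cd34 overlap Gm16897, and reads of the introduced fusion would also count as Hoxb8. The primary granule list had 3 of 4 genes called lower, from -8.58 to -2.89, among them Mpo at -7.80 with a standard error of 0.44 (edgeR adjusted p 8.57e-09, lower in 8 of 8 clones, exons overlapping Gm11505). Elane was the one not called (edgeR adjusted p 0.367, log2 fold change -0.63, higher in 4 of 8 clones). It was called lower with the replicate block (-0.97, edgeR adjusted p 0.0464) and without replicate 1 (-2.02, edgeR adjusted p 0.00446). The 5 secondary granule genes rose by log2 fold changes of 9.78 to 12.94, the largest for Ltf with a standard error of 0.22 (edgeR adjusted p 2.39e-12, higher in 8 of 8 clones). The 2 tertiary granule genes rose by 7.89 and 10.89, the 9 mature neutrophil genes by 4.66 to 13.26 and the 5 NADPH oxidase genes by 3.44 to 12.64. All 5 interferon response genes tested rose, by 1.95 to 3.31.

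In the proliferation list 4 of 5 genes were called lower in PMN, with log2 fold changes of -3.41 to -1.11. Mki67 was not called at -0.13 (edgeR adjusted p 0.456, lower in 6 of 8 clones), was called lower without replicate 1 (-1.11, edgeR adjusted p 0.00695), and changed direction without replicate 2 (0.42, edgeR adjusted p 0.0971). Of the 9 genes for recognition of fungi and bacteria 8 were higher in PMN. Clec7a, which encodes the beta-glucan receptor, had a log2 fold change of 5.51 with a standard error of 0.54 (edgeR adjusted p 1.25e-06, higher in 8 of 8 clones). Clec4e was not called at -0.20 (edgeR adjusted p 0.142, lower in 6 of 8 clones), but was called without replicate 2 (-0.43, edgeR adjusted p 0.0217). In the antigen presentation list 1 of 2 genes tested rose, Cd74 with a log2 fold change of 7.62, and 1 fell, H2-Ab1 with -4.50. In the monocyte list Csf1r rose (8.14), Ccr2 (-3.02) and F13a1 (-1.81) fell, and Ms4a6c was not called. Exons of Cd74 overlap AC139759.1, those of H2-Ab1 overlap H2-Aa, and those of Csf1r overlap Hmgxb3. Of the sex-linked list only Xist, whose exons overlap Tsix, had enough counts. It fell from 855.4 ± 282.1 to 205.1 ± 84.8 CPM (log2 fold change -2.09, edgeR adjusted p 1.35e-08, lower in 8 of 8 clones).

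The next comparisons asked whether clones differ from each other within a state by more than their replicate libraries do. Among GMPs 3102 of 12664 genes tested (24.5%) were called between the 8 clones (edgeR quasi-likelihood F test with Benjamini-Hochberg adjustment, 2 libraries per clone). The range between the highest and lowest clone was at least 2-fold for 1801 of them and at least 16-fold for 319. The replicate number as a block moved this count most: with it 5917 genes were called, including all 3102, and the common biological coefficient of variation went from 0.157 to 0.072. In the fit with clone and replicate as terms 4903 genes differed between replicate 1 and replicate 2 libraries of GMP, 2576 of them higher in replicate 1. Of the fixed lists 58 genes were tested; 26 were called over all genes and 31 when adjusted over the list alone. By list the counts over all genes were 6 of 10 progenitor, 3 of 4 primary granule, 1 of 5 secondary granule, 1 of 2 tertiary granule, 4 of 7 mature neutrophil, 5 of 9 recognition, 2 of 5 NADPH oxidase, 1 of 1 antigen presentation, 2 of 5 interferon response and 1 of 4 monocyte genes. None of the 5 proliferation genes and not Xist were called under either adjustment.

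Among PMNs 629 of 11634 genes tested (5.41%) were called between clones (same edgeR test), 581 with a range of at least 2-fold and 150 with at least 16-fold. Leaving out the filter on low counts moved this count most, to 2571, but that setting is not taken as support, for the reason given below. Single libraries also moved it: 339 genes were called without clone 7 replicate 1, 260 without clone 7 replicate 2, 400 without clone 10 replicate 2, 314 without clone 13 replicate 1 and 296 without clone 13 replicate 2. The common biological coefficient of variation between replicates was 0.271, against 0.157 in GMP. With the replicate block it was 0.175, against 0.072 in GMP, and 1919 genes were called between PMN clones. The replicate numbers did not pair the PMN libraries throughout. Of 60 list genes tested 7 were called over all genes and 14 when adjusted over the list alone. The 7 were Irf8, Hoxb8, Ly6g, Cd74, Csf1r, Ccr2 and Ms4a6c. Irf8 (edgeR adjusted p 0.0148) ranged from 0.16 CPM in a clone 7 library to 40.1 CPM in a clone 1 library, with both clone 7 libraries below all others. Irf8 was not called without clone 7 replicate 1 (edgeR adjusted p 0.0651) or replicate 2 (0.0797). In PMN of clone 7 the eosinophil genes Prg2 and Epx, chosen after their values were seen, were higher by log2 fold changes of 3.36 and 3.39 than in the other clones. Cd74 (edgeR adjusted p 0.014) was lowest in clone 7 and was not called without its replicate 1 (0.0591) or replicate 2 (0.0723). Csf1r (edgeR adjusted p 0.0139) was lost without clone 7 replicate 1 (0.0523), clone 7 replicate 2 (0.0692) or clone 13 replicate 1 (0.057). Ccr2 (edgeR adjusted p 0.0305) was lost without either replicate of clone 4 (0.101 and 0.0827), clone 7 (0.0639 and 0.0574) or clone 13 (0.0686 and 0.071), or without clone 10 replicate 2 (0.069). In GMP the clone test gave adjusted p 0.124 for Irf8, 0.129 for Csf1r and 0.0952 for Ccr2 (edgeR), and 2.61e-05, 0.0278 and 0.000102 with the replicate block.

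Each clone was then set against the mean of the other 7. In GMP 1817 genes were called for clone 7, 1756 for clone 13 and 1736 for clone 3. The counts were 686 for clone 4, 652 for clone 12, 562 for clone 10, 539 for clone 1 and 456 for clone 2 (edgeR quasi-likelihood test, adjusted within each contrast). With the replicate block they were 3388 for clone 7, 3090 for clone 13, 3463 for clone 3, 1579 for clone 4, 1735 for clone 12, 1294 for clone 10, 1502 for clone 1 and 1252 for clone 2. Leaving out 1 library of the clone itself, a check chosen after seeing the data, lowered its count. Without replicate 1 it was 1206 for clone 7, 817 for clone 13, 973 for clone 3, 323 for clone 4, 165 for clone 12, 301 for clone 10, 192 for clone 1 and 161 for clone 2. Without replicate 2 it was 692 for clone 7, 1068 for clone 13, 617 for clone 3, 241 for clone 4, 323 for clone 12, 244 for clone 10, 378 for clone 1 and 165 for clone 2. The contrasts share libraries, so these counts are not independent. A gene that stands apart in 1 clone can also be called for other clones, because that clone is part of their mean.

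In PMN the clones with the most genes were 13, with 599 (333 higher, 266 lower), and 7, with 516 (277 higher, 239 lower). The other clones had 126 (clone 3), 122 (clone 1), 97 (clone 10), 96 (clone 4), 47 (clone 12) and 29 (clone 2). The replicate block, which did not pair the PMN libraries throughout, gave 2060 for clone 13 and 1243 for clone 7, still the highest. Both clone 13 libraries had the highest slope on the change from PMN to GMP within their replicate number (0.106 and 0.059). This was seen after the contrasts were made. Less complete maturation in these cultures may thus contribute to the clone 13 count, and was not separated from other differences of the clone. Without replicate 1 of the clone the counts were 105 for clone 13, 163 for clone 7, 367 for clone 3, 2 for clone 1, 37 for clone 10, 41 for clone 4, 31 for clone 12 and 6 for clone 2. Without replicate 2 they were 62 for clone 13, 68 for clone 7, 5 for clone 3, 58 for clone 1, 23 for clone 10, 36 for clone 4, 21 for clone 12 and 1 for clone 2. The 2 genes left for clone 1 were Ralgds and BC023829, the 5 left for clone 3 were Pak1, Fmnl2, Ppm1e, Capn11 and B3galt4, and the 1 left for clone 2 was Capn11. These were named after their values were seen, except BC023829 and Capn11. With all libraries BC023829 was called higher in PMN of each clone except 13, by log2 fold changes of 0.99 to 1.86. Its 0 counts in clone 13 lower the mean against which each other clone was set. A call for 1 clone can therefore stem from another clone.

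**Figure D1:**
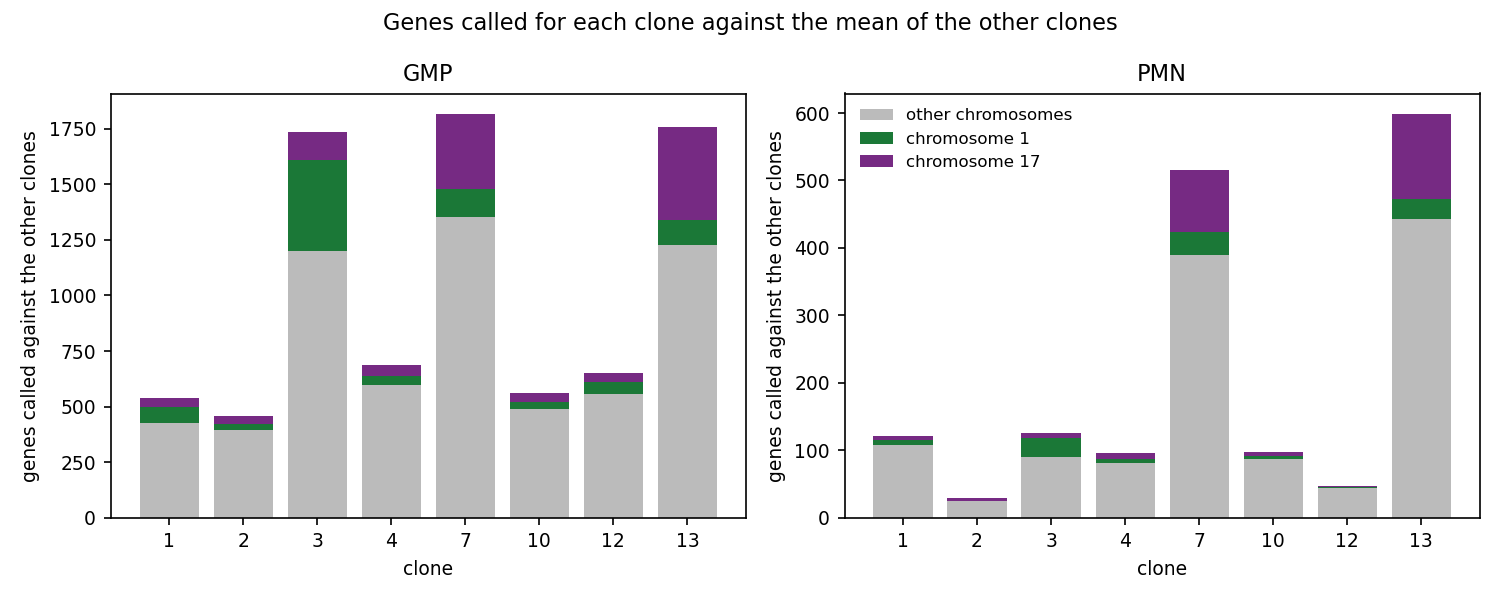
Number of genes called for each clone against the mean of the other 7 clones in GMP (left) and PMN (right), stacked by chromosome 1, chromosome 17 and all other chromosomes; the vertical scales differ. Clones 3, 7 and 13 have the highest bars in GMP (1736, 1817 and 1756 genes) and clones 7 and 13 in PMN (516 and 599 genes).

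The calls were not spread evenly over the genome, a comparison chosen after seeing the data. In GMP 422 of 672 genes tested on chromosome 17 (62.8%) and 366 of 724 on chromosome 1 (50.6%) were called between clones, against 2314 of 11268 (20.5%) on the other chromosomes. In PMN the shares were 14.8%, 7.2% and 4.7%. Of the 417 chromosome 17 genes called for GMP clone 13, 403 were higher in that clone, as were 318 of 339 for clone 7. Of the 411 chromosome 1 genes called for GMP clone 3, 402 were higher. The median log2 shift of the genes of a chromosome was taken per library against the other clones of the same state and replicate number. For chromosome 17 in clone 13 it was 0.54 in replicate 1 and 0.52 in replicate 2 of GMP (503 genes), and 0.45 and 0.47 in PMN (420 genes). Clone 7 had 0.33 and 0.51 in GMP and 0.34 and 0.48 in PMN for the same chromosome. Clone 3 had 0.34 and 0.47 in GMP (548 genes) and 0.27 and 0.33 in PMN (460 genes) for chromosome 1. Clone 1 had smaller values for chromosome 1, 0.11 and 0.18 in GMP and 0.06 and 0.00 in PMN. In the other clones the medians of these chromosomes lay between -0.08 and 0.01 in GMP and between -0.10 and 0.00 in PMN. Those of all other chromosomes lay between -0.07 and 0.05 in GMP and between -0.08 and 0.06 in PMN.

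**Figure D2:**
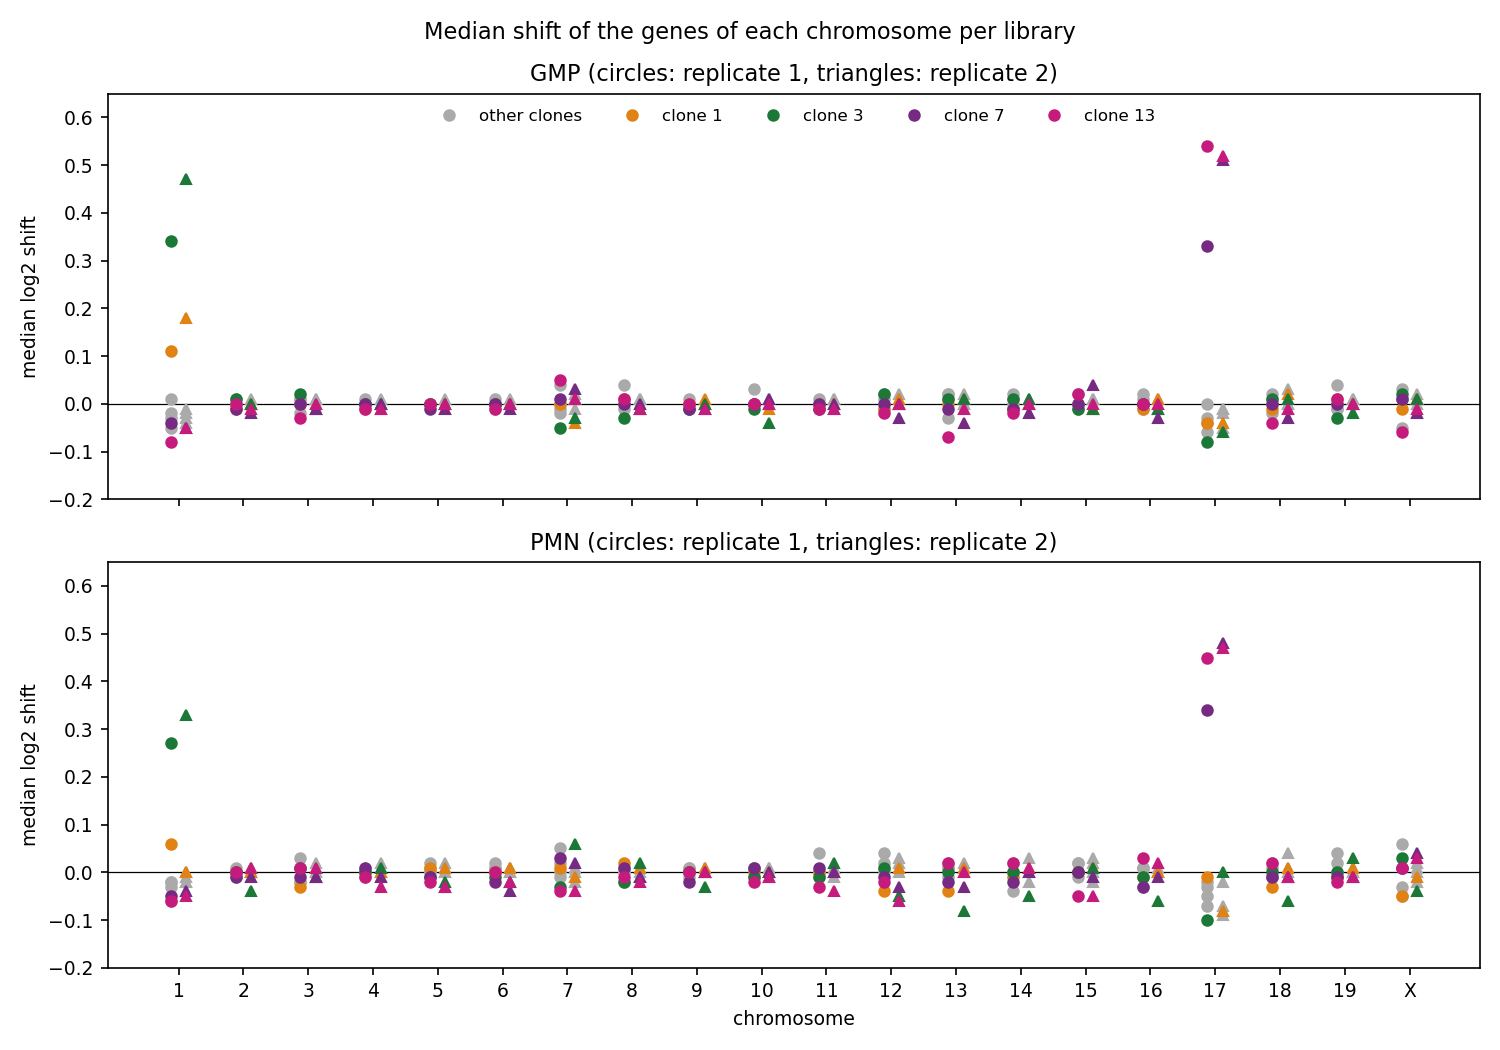
Median log2 shift of the genes of each chromosome in each library, for GMP (top) and PMN (bottom). Shifts are relative to the median of the 8 clones of the same state and replicate number. Circles are replicate 1 and triangles replicate 2, with clones 1, 3, 7 and 13 in colour. Chromosome 17 in clones 7 and 13 (0.33 to 0.54) and chromosome 1 in clone 3 (0.27 to 0.47) stand above the rest.

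Whether replicates of a clone resemble each other more than other clones was tested on deviation profiles, that is, log2 CPM less the mean of the 8 libraries of the same state and replicate number. Correlations of these profiles are across genes, which are not independent replicates. In GMP the mean r was 0.77 between replicates of one clone (0.68 to 0.84) and -0.11 between different clones, a difference of 0.88. In PMN it was 0.51 (0.15 to 0.81) and -0.07, a difference of 0.59. The GMP and PMN profiles of one clone had a mean r of 0.48 (0.39 to 0.55), against -0.06 for different clones, a difference of 0.54. Each difference had an exact one-sided permutation p of 2.5e-05, the smallest that the 40320 matchings of 8 clones can give. Rank correlation lowered these differences most, to 0.60 in GMP, 0.42 in PMN (p 0.00012) and 0.27 between states, with the same p in GMP and between states. Between GMP replicate 1 and PMN replicate 2 it was 0.41, and between GMP replicate 2 and PMN replicate 1 it was 0.48, so it did not rest on libraries with the same number. In GMP 8 of 8 replicate 1 libraries were closest to their own clone, and in the matched comparison 8 of 8 clones were closest to themselves. In PMN 6 of 8 replicate 1 libraries were closest to their own clone. Clone 12 replicate 1 had r 0.15 with its own replicate 2 and 0.35 with clone 4 replicate 2. Clone 2 replicate 1 had 0.35 with its own and 0.44 with clone 1 replicate 2.

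**Figure D3:**
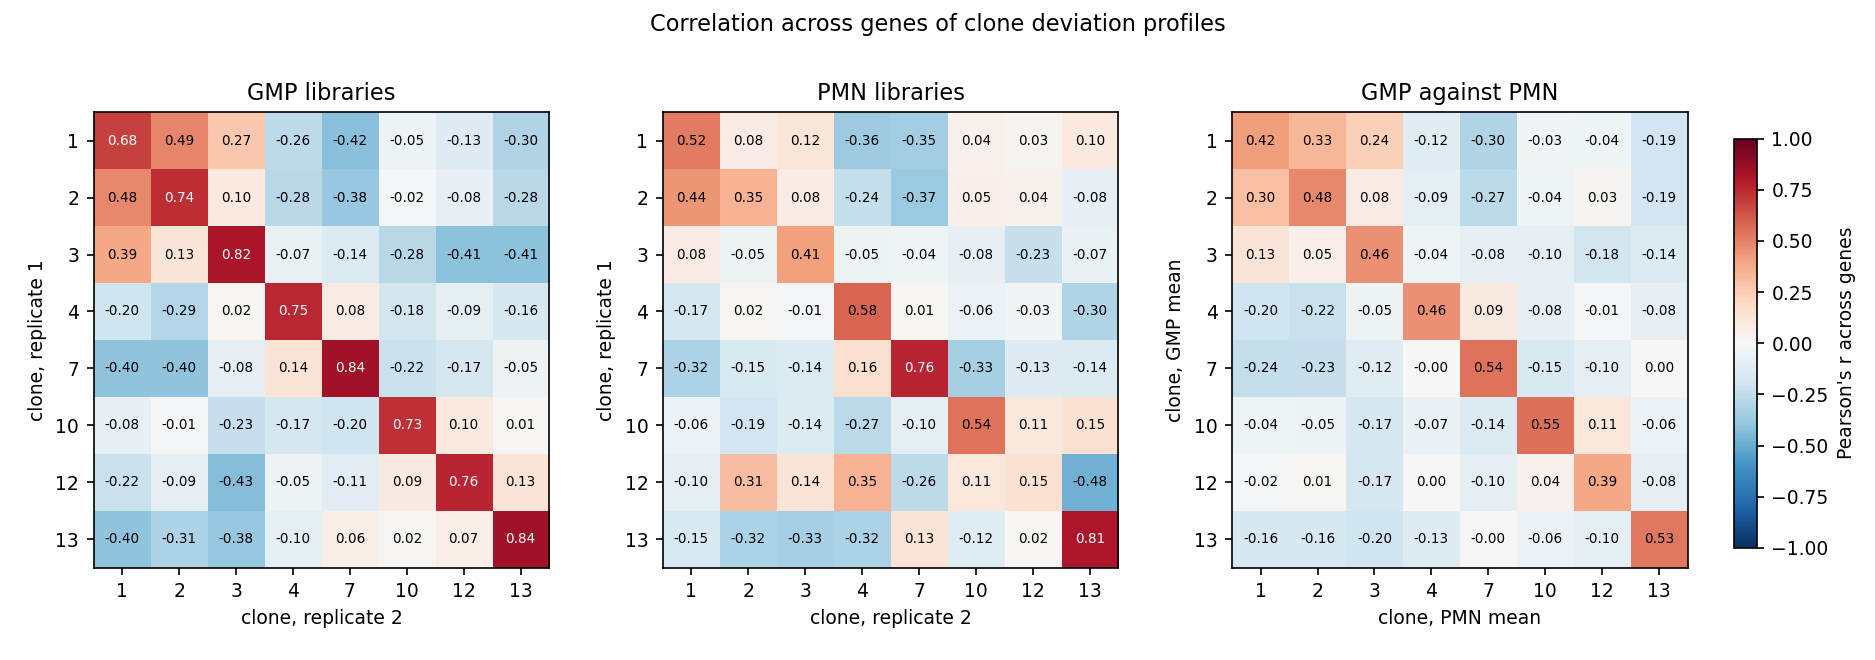
Pearson's r across genes between clone deviation profiles: replicate 1 against replicate 2 in GMP (left), the same in PMN (middle), and the GMP mean against the PMN mean (right). Same-clone values on the diagonal run from 0.68 to 0.84 in GMP, 0.15 to 0.81 in PMN and 0.39 to 0.55 between states.

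Over the 10896 genes tested in both states, 2462 were called between GMP clones and 536 between PMN clones. Called in both were 385 genes, where independent calls would give 121.1, so 71.8% of the PMN calls were also GMP calls. Over these 385 genes the median correlation of the clone means between states was 0.86, and it was positive for 368. With the replicate block 1384 genes were called in both, with 785.8 from independent calls; without the genes of chromosomes 1 and 17, 264 were called in both, with 65.3. No p-value is given, since genes are not independent. The median between-clone SD on the log2 scale was 0.083 in GMP and 0.090 in PMN. The difference of 0.007 (PMN minus GMP) was not distinguishable from 0 (exact two-sided permutation p 0.969; the smallest that swapping the states within clones can give is 0.00781). With the replicate block it was 0.042 (exact permutation p 0.312). Its sign was negative without clone 7 (-0.01) and without clone 13 (-0.051).

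Whether the differences between clones depend on the state was tested as an interaction. Of 13519 genes tested 342 (2.53%) were called (edgeR quasi-likelihood F test of 7 coefficients); 244 of them were also called between GMP clones and 129 between PMN clones. Leaving out the filter on low counts moved the count most, to 1943, a setting not taken as support. With the replicate block the count was 776. Among called genes with a mean of at least 5 CPM, the 4 with the smallest p had wide ranges in GMP and narrow ones in PMN. Il1rl1 (ENSMUSG00000026069, chromosome 1, 40486415 to 40522260) had a log2 range of 7.08 between GMP clones and 0.85 between PMN clones (edgeR adjusted p 2.09e-08). Its levels were 0.0475 to 26.5 CPM in GMP libraries and 7.05 to 13.6 CPM in PMN libraries. Slc22a15 (ENSMUSG00000033147, chromosome 3, 101659701 to 101728376) had log2 ranges of 3.60 and 0.87 (edgeR adjusted p 4.17e-06). Sort1 (ENSMUSG00000068747, chromosome 3, 108087009 to 108164429, overlapping Gm12523) had 5.12 and 0.87 (edgeR adjusted p 4.83e-06). Hsd11b1 (ENSMUSG00000016194, chromosome 1, 195047824 to 195090248) had 4.11 and 0.85 (edgeR adjusted p 1e-05). Il1rl1 and Hsd11b1 lie on the chromosome whose genes were shifted in clone 3. Of 63 list genes tested 6 were called and 16 when adjusted over the list alone; the 6 were Irf8, Hoxb8, Cebpe, Clec7a, Cd14 and Ms4a6c.

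Named genes that set clones apart were mostly at or near 0 in some clones and well expressed in others, in both replicates. Gpc3 (ENSMUSG00000055653, chromosome X, 49625603 to 49967127) was at 0.098 to 0.74 CPM in GMP libraries of clones 1, 2 and 3 and at 171 to 743 CPM in those of the other clones (edgeR adjusted p 4.32e-06). In PMN it was at 5.52 to 33.5 CPM in clones 4, 7, 10, 12 and 13. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52173099 to 52181088) had 4.72 to 21.8 CPM in GMP of clones 1, 2 and 3. It had 0 counts in the 10 other GMP libraries (edgeR adjusted p 4.08e-06). The floor of 3 counts in those libraries was at most 0.231 CPM before TMM scaling. With TMM scaling 1 count in GMP clone 10 replicate 1 was 0.054 CPM. Exons of Hoxa9 overlap 9930038K12Rik and Mir196b. Bmpr1a (ENSMUSG00000021796, chromosome 14, 35223920 to 35316527, overlapping Gm17110) was at 34.4 to 58.6 CPM in GMP and 92.7 to 357 CPM in PMN of clones 4, 7 and 12. It was at 1.1 to 1.3 CPM in GMP clone 10 (edgeR adjusted p 1.95e-08 in GMP and 1.21e-05 in PMN). Slc15a2 (ENSMUSG00000022899, chromosome 16, 36750264 to 36785048) had counts only in clones 4 and 12, at 3.25 to 5.14 CPM in GMP and 62.9 to 80.0 CPM in PMN (edgeR adjusted p 0.000179 and 0.000233). Afap1 (ENSMUSG00000029094, chromosome 5, 36235968 to 36346572) was at most 0.214 CPM in the 4 libraries of clone 7. It was at 11.6 to 33.2 CPM in GMP and 5.16 to 15.8 CPM in PMN of the other clones (edgeR adjusted p 1.07e-05 and 0.000434). BC023829 (ENSMUSG00000073139, chromosome X, 67712928 to 67730355) had 0 counts in the 4 libraries of clone 13, whose floors were 0.133 to 0.202 CPM before TMM scaling. Elsewhere it was at 10.2 to 15.6 CPM in GMP and 11.9 to 25.6 CPM in PMN (edgeR adjusted p 3.79e-07 and 3.81e-05). Prickle3 (ENSMUSG00000031145, chromosome X, 7234386 to 7245312, overlapping Plp2) was at 47.2 to 78.2 CPM in PMN of clones 10 and 12, and at most 5.27 CPM in PMN of the others (edgeR adjusted p 3e-05).

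The other genes named by the rule showed the same kind of difference in other groupings of clones. Zfp711 (ENSMUSG00000025529, chromosome X, 109714135 to 109748679) was at 10.5 to 29.1 CPM in GMP of clones 1, 2, 3 and 7, at 1.94 to 3.46 CPM in clone 10 and at most 0.169 CPM in the rest (edgeR adjusted p 1.5e-06). Lrch2 (ENSMUSG00000031290, chromosome X, 143904918 to 143988624) was at 5.29 to 29.6 CPM in GMP of clones 1, 2 and 3, at 0.77 to 1.46 CPM in clone 10 and at 0 counts in the rest (edgeR adjusted p 1.89e-05). Dnahc8 (ENSMUSG00000033826, chromosome 17, 30761299 to 31012209) had 1 count over the 8 libraries of clones 7 and 13, the clones in which that chromosome was shifted upwards (edgeR adjusted p 2.58e-06 in GMP and 0.0177 in PMN). Zfp182 (ENSMUSG00000054737, chromosome X, 20606065 to 20639442) was at 6.65 to 33.7 CPM in PMN of clones 4, 7, 10 and 12 and at most 0.0974 CPM in the rest (edgeR adjusted p 0.000403). B4galt6 (ENSMUSG00000056124, chromosome 18, 20843100 to 20904905) was at most 3.8 CPM in PMN of clones 4, 7 and 13 and at 41.5 to 131.0 CPM in the rest (edgeR adjusted p 0.00157). Capn11 (ENSMUSG00000058626, chromosome 17, 45767153 to 45796274) was at 11.2 to 34.4 CPM in PMN of clones 1, 2, 3 and 7 and at most 3.21 CPM in the rest (edgeR adjusted p 0.000353).

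**Figure D4:**
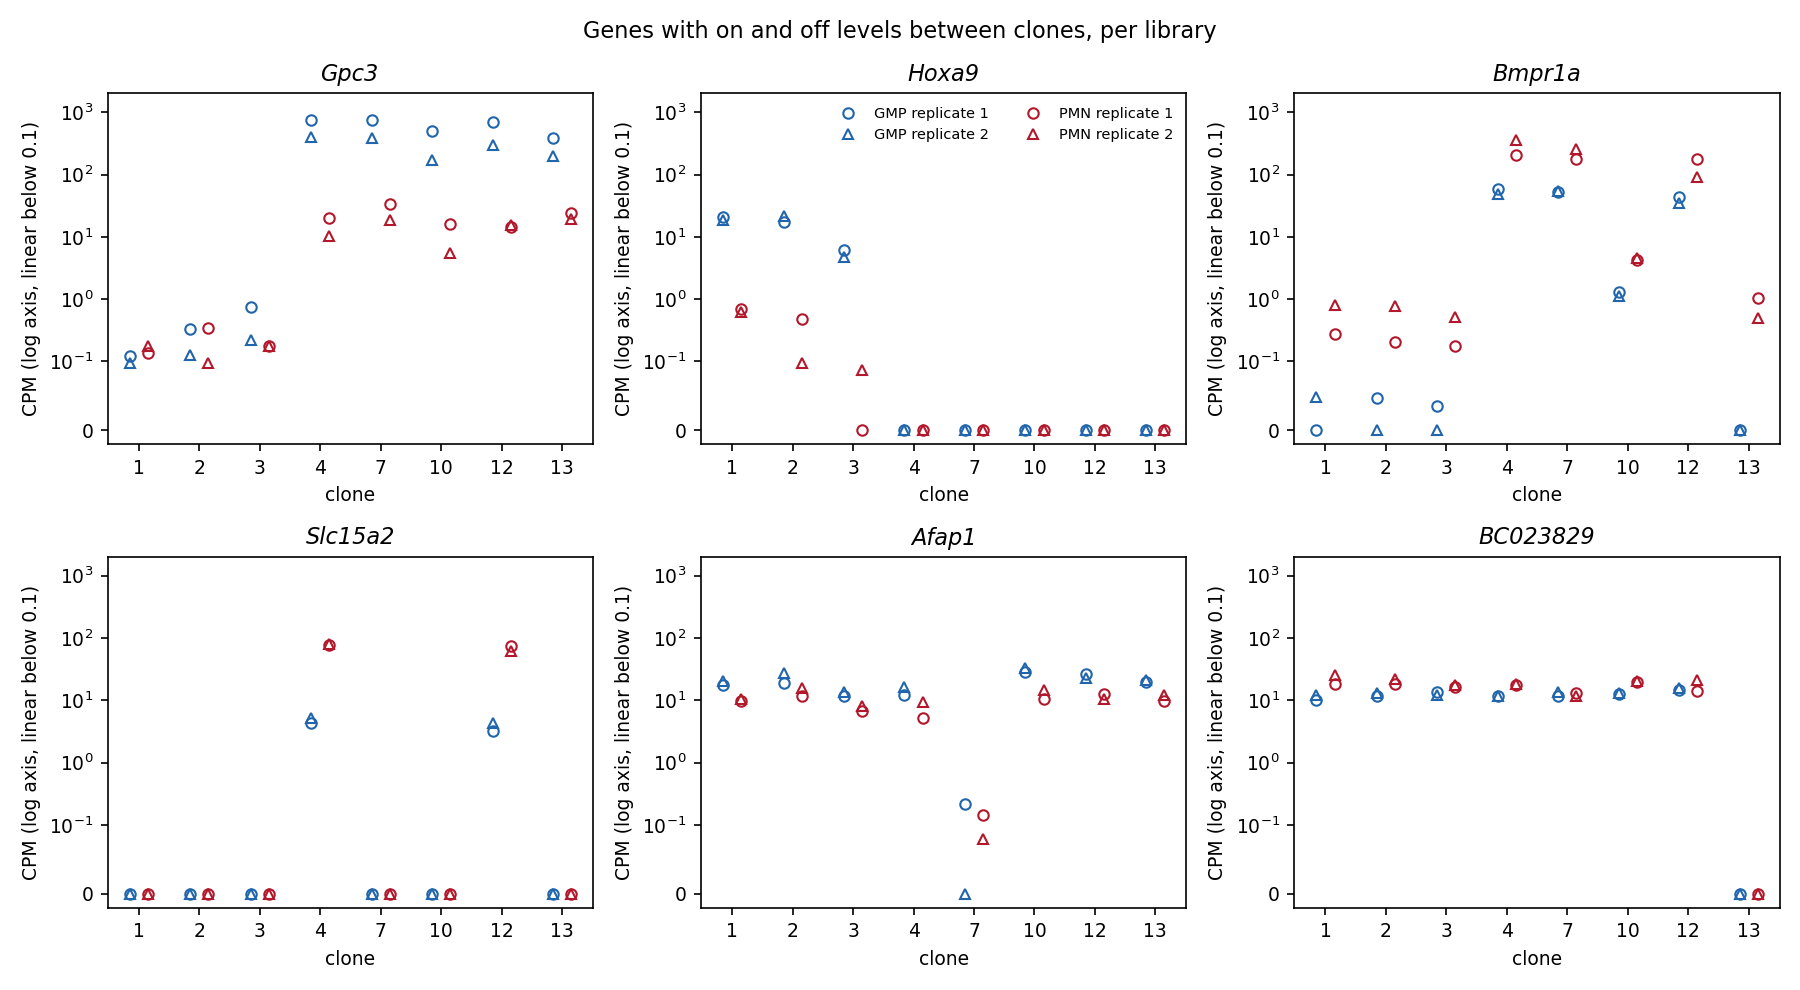
Level of 6 genes in each library (CPM, log axis, linear below 0.1) by clone; blue symbols are GMP and red symbols PMN, circles replicate 1 and triangles replicate 2. In each gene the replicates of a clone fall together, and BC023829 is at 0 in all 4 libraries of clone 13.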

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

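In this part the tests of mature cells in GMP cultures, of other cell types and remaining progenitors in clone 7, of fusion reads and of clone 12 replicate 1 were chosen only after the result was seen. The test of neighbouring genes was planned.

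Gaps between the most extreme clone or library and the rest were compared with Dixon's critical value in 100 groups of 8 values. It was exceeded in 8, where chance gives about 1 in 20, or 5.0; among clone levels of named genes it was exceeded in 7 of 57, with 2.8 given by chance. The 8 are therefore few above that number and are given as places to look.

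Of these, 5 were levels of genes that the naming rule had chosen for their differences between clones, so wide gaps were favoured. Afap1 in clone 7 was lowest with a gap of 0.832 of the range in GMP and 0.834 in PMN. BC023829 in clone 13 was lowest with gaps of 0.947 and 0.895, with 0 counts in its 4 libraries. Sort1 in GMP clone 2 was lowest with a gap of 0.575, at 4.28 and 2.18 CPM (90 and 51 counts). Loss of the chromosome stretch was tested for genes on in some GMP clones and off in others. The median shift of the 10 neighbours on each side fell by more than 0.5 (log2) in 0 of 253 gene and clone cases, with a lowest value of -0.18. For Afap1 in clone 7 it was -0.03 and for BC023829 in clone 13 it was -0.05. Loss of a long stretch is therefore unlikely for these 2 genes, while a deletion of the gene alone, a change of its regulation in that clone, or a difference present in the founding cell stays open and was not tested. Sort1 was not among the genes of that test.

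Clec7a was lowest in PMN clone 13, with a gap of 0.692 (33.4 and 40.2 CPM, others 103 to 301 CPM). The contrast of clone 13 with the other 7 called it lower (log2 fold change -2.19, edgeR adjusted p 0.0206), but not without replicate 1 (0.245) or replicate 2 (0.209) of that clone. The F test over all PMN clones did not call it (edgeR adjusted p 0.169), with a range of 1.09e-22 to 0.626 over its alternatives. The value of 1.09e-22 came from the edgeR fit without the filter on low counts and is not taken as support. In GMP the order was the opposite, with 7.65 and 8.06 CPM in clone 13 and 0.75 to 4.81 CPM in the others. Clec7a rises with maturation, and both PMN clone 13 libraries had the highest slope on the change from PMN to GMP within their replicate number (0.106 and 0.059). Less complete maturation in clone 13 is therefore not excluded. No explanation of this gap was tested.

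Hoxb8 was highest in GMP clone 2, with a gap of 0.552 (191 and 154 CPM). Its differences between clones depended on the state (edgeR adjusted p 0.0428, log2 range 0.92 in GMP and 1.20 in PMN). That call was lost by leaving out any of 24 of the 32 libraries, to adjusted p values of 0.0505 to 0.116. It was kept only without GMP clone 2 replicate 2, GMP clone 13 replicate 2, or either replicate of PMN clones 2, 3 and 12. Reads of the introduced ER-Hoxb8 fusion are a candidate source of the Hoxb8 counts, also of their rise in PMN. Levels of Esr1, the estrogen receptor gene, rose from 144 to 337 CPM and followed Hoxb8 over the 8 PMN clones, with Pearson's r 0.99 (exact permutation p 0.0003) and Spearman's rho 0.83 (exact permutation p 0.015). Without the 2 clones farthest from the median r was 0.94, and within replicates 1 and 2 it was 0.99 and 0.95. In GMP r was 0.95 (exact permutation p 0.00057) and rho 0.9 (exact permutation p 0.0046), r was 0.75 without the 2 farthest clones, and 0.93 and 0.96 within replicates. Both Pearson tests have a Benjamini-Hochberg value of 0.00057. Much of the rise of both genes between states rests on the TMM scaling, since Esr1 had 2539 to 4958 counts in GMP libraries and 2680 to 6529 in PMN libraries. The neighbouring Hoxb7 fell from 0.671 to 0.102 CPM. These values are consistent with most Hoxb8 counts coming from the fusion. Whether the clones differ in copies or sites of the virus was not tested.

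PMN clone 12 replicate 1 had the fewest detected genes of the 8 PMN replicate 1 libraries (14637, gap 0.527), and its profile was closer to replicate 2 of clones 2 and 4 than to its own replicate 2. The median over PMN replicate 2 libraries was 14734.5 genes, and its depth of 16.69 M counts lay within the range of the other PMN libraries. A library of another clone under this name is unlikely, since its r with GMP clone 12 was 0.24 and the highest with another GMP clone was 0.06. A candidate explanation is that this culture had matured as far as those of replicate 2. Its slope on the change from PMN to GMP was -0.069, inside the range of replicate 2 (-0.102 to 0.059) and outside that of the other replicate 1 libraries (-0.027 to 0.106). What set the maturity of the cultures was not tested.

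Differences between clones depended on the state for 342 genes. The 4 with the smallest p at a mean of at least 5 CPM were Il1rl1 (edgeR adjusted p 2.09e-08), Slc22a15 (4.17e-06), Sort1 (4.83e-06) and Hsd11b1 (1e-05). They differed more between GMP clones than between PMN clones, with a log2 range of 3.60 or more against 0.87 or less. The list genes Cebpe (edgeR adjusted p 0.000622, log2 range 3.65 in GMP and 0.26 in PMN) and Cd14 (0.0121, log2 range 4.42 and 0.84) showed the same lean. Clec7a was called (0.00124) without it, with log2 ranges of 2.89 and 2.52. Over the 325 interaction genes tested in both states there was no such lean: 162 were more spread in GMP, and the median between-clone SD was 0.46 in GMP and 0.44 in PMN. Because most of the named genes rise with maturation, mature neutrophils in some GMP cultures might produce their spread. Such cells would bring their abundant transcripts with them. For each of the 19 most abundant PMN genes that rise over 8-fold, the level in a GMP clone over the PMN level gives the largest share of PMN RNA that the gene allows. The median over these genes was at most 0.20% (clone 13). The 92 interaction genes that rise over 8-fold and are more spread in GMP would need a median share of 3.67% in their highest clone, and 89 of them needed more than that clone's median allowed share. Sort1 would need 11.08%. Cells as mature as the day 4 PMN are thus unlikely as the whole cause. Among the 19 genes 9 were called between GMP clones. Earlier onset of part of the neutrophil program in some GMP clones stays open and was not tested further.

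Irf8 (edgeR adjusted p 0.0343) and Ms4a6c (0.00292) differed more between PMN clones than between GMP clones, with log2 ranges of 5.76 and 1.76 for Irf8 and 5.47 and 2.12 for Ms4a6c. The Irf8 call was lost without any of 16 of the 32 libraries, with adjusted p values of 0.0502 to 0.127. These were GMP clone 1 replicate 2, clone 3 replicate 2, clone 4 replicates 1 and 2, clone 7 replicate 1, clone 10 replicate 2 and clone 12 replicate 1. In PMN they were clone 3 replicate 2, both replicates of clones 4, 7, 10 and 13, with 0.127 without clone 7 replicate 2. Irf8 was lowest in PMN clone 7 (4 and 2 counts). A different mixture of cell types in that culture is a candidate explanation, but the marker lists leave it open, because many of their genes had been seen to stand out in clone 7 before the lists were written. Of the 7 eosinophil genes tested, Prg2 (519 CPM on average over PMN libraries), Epx and Prg3 had been seen, at log2 fold changes of clone 7 against the others of 3.36, 3.39 and 3.46. Of the 4 not seen before, Il5ra was called (3.19, edgeR adjusted p 0.000997), with both clone 7 libraries above all others. Ear1 (1.18, edgeR adjusted p 0.512), Ccr3 (1.02, 0.383) and Ear2 (-0.76, 0.468) were not called, and the mean of Ear2 was lowest in clone 7. The median over these 4 was 1.10. Ear1 and Ear2 are near-identical copies, and 1 of the 3 list genes tested in GMP, Il5ra, was higher in GMP than in PMN. All 7 monocyte and macrophage genes tested were lower in clone 7, with a median of -5.26, but all 7 had been seen before, so that list tests nothing. More eosinophils and fewer monocytes or macrophages therefore cannot be told apart from a change of single genes in this clone. The 3 basophil and mast cell genes not seen before, Mcpt8, Cpa3 and Ms4a2, had a median of 2.45. Mcpt8 (2.67, edgeR adjusted p 0.00509) and Cpa3 (2.45, 0.00272) were called for clone 7, and Ms4a2 (0.27, 0.915) was not. For none of these 3 did both clone 7 libraries lie above all others, so more basophils or mast cells cannot be told apart from a change of single genes either. All 5 genes tested of that list were higher in GMP than in PMN, Cpa3 at 1530 against 4.42 CPM, and Gata2 is also in the progenitor list. Whether low Irf8 is a source or a mark of a different mixture was not tested.

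Remaining progenitors in PMN of clone 7 were tested as a source of these 5 genes. The rise over the median of the other PMN clones, divided by the level in GMP of clone 7, gives the share of GMP RNA that a gene needs. It was 9.29% for Prss34, 2.39% for Mcpt8, 0.85% for Gata2, 0.47% for Cpa3 and 0.43% for Ms4a2. The level of a GMP gene in PMN of clone 7 over its level in GMP of clone 7 gives the largest share it allows. The 20 most abundant GMP genes that fall over 8-fold allowed a median of 8.86%, with a range of 0.25% to 15.28%. A second set, chosen after the first was seen and from the other 7 clones alone, held the 20 genes with the largest falls among those of at least 100 CPM in GMP. These allowed at most 1.65% (Mpo), with a median of 0.36% (0.40% in replicate 1 and 0.32% in replicate 2). All 20 allowed less than Prss34 or Mcpt8 needs, so cells like the GMP of clone 7 are unlikely as the whole cause for these 2 genes. For Gata2, Cpa3 and Ms4a2 remaining progenitors cannot be told apart from other sources, because 17, 13 and 11 of the 20 allowed less than the gene needs and the others allowed it. In the second set 15 of the 20 genes were higher in clone 7 than the median of the other PMN clones, as a small share of progenitors would give.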

How the results depend on the processing

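In this part the covariate of proliferation genes, the replicate block within each state, the omission of genes on chromosomes 1 and 17, the omission of a clone's own libraries from its contrast, and the alternatives for Clec7a in PMN clone 13 are tests chosen only after the results were seen; the others were planned. For 74 results of named genes there were 641 alternatives, in which leaving out each single library or clone in turn counts once per result, by the largest adjusted p. Of these, 612 kept the direction and the side of the threshold, 20 passed it, 8 no longer passed it and 1 reversed. For the other results 161 alternatives kept the value within 1.5 times or on the same side, 77 moved it and 3 reversed it. The cause was not tested unless given.

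The count between PMN and GMP stayed between 9989 and 14224 except for 7479 when tested against a 2-fold change, which asks for more; Top2a was then not called (-1.11, edgeR adjusted p 0.163). Without replicate 1 it was 10434 and without replicate 2 10471. Elane was called with the replicate block (-0.97) and without replicate 1 (-2.02), and Clec4e without replicate 2 (-0.43). Mki67 went from -0.13 to -1.11 without replicate 1 and to 0.42 without replicate 2.

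Between GMP clones the 3102 genes became 5917 with the replicate block, 5452 with the proliferation covariate and 1723 in the fit over all 32 libraries, which takes its spread from PMN libraries too. Leaving out single libraries gave 2537 to 3126. Irf8, Csf1r and Ccr2 were then called with the block (edgeR adjusted p 2.61e-05, 0.0278 and 0.000102) and with the covariate (1.16e-06, 0.0447 and 0.000908). Without the filter on low counts they were also called (1.54e-17, 0.0298 and 1.85e-17), and DESeq2 called Irf8 (adjusted p 0.00786) and Ccr2 (0.00213). The filter leaves the counts of Irf8 as they are (118 to 668 in GMP libraries), yet its edgeR adjusted p had been 0.124. The fall thus comes from the fit with low-count genes added. Values and gene counts without the filter, here and below, are therefore not taken as support. The block changed no other call among the named genes except Elane.

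Between PMN clones the 629 genes became 1663 with DESeq2, 2571 without the filter, 2196 in the fit over all 32 libraries and 1624 with the covariate. Single libraries gave 260 to 666: 339 and 260 without clone 7 replicates 1 and 2, 400 without clone 10 replicate 2, and 314 and 296 without clone 13 replicates 1 and 2. In PMN the replicate numbers did not pair the libraries throughout (26 of 28 clone pairs correlated above 0.1, lowest 0.00, median 0.50); with the replicate block 1919 genes were called. Clec7a was called by 4 alternatives (DESeq2 adjusted p 0.00344 and edgeR adjusted p 1.09e-22 without the filter, 0.00956 over all 32 libraries, 0.0028 with the covariate), and Cd14 without the filter (0.00707). Clec7a had 489 to 3451 counts in PMN libraries, which the filter does not touch. Its values without the filter, here and in the next contrast, are not taken as support. The contrast of PMN clone 13 with the others called Clec7a (-2.19, edgeR adjusted p 0.0206), as did 3 alternatives added later (0.00563 with the replicate block, 0.0235 at a mean count of at least 50, 7.87e-22 without the filter). It was lost without replicate 1 (0.245) or replicate 2 (0.209) of clone 13.

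For 1 clone against the other 7 the replicate block gave, for clones 1, 2, 3, 4, 7, 10, 12 and 13 in turn, 1502, 1252, 3463, 1579, 3388, 1294, 1735 and 3090 genes in GMP and 289, 106, 431, 258, 1243, 252, 125 and 2060 in PMN. With a mean count of at least 50, which tests fewer genes, GMP clones 1 and 4 had 347 and 453, and PMN clones 1, 3, 4, 10 and 12 had 72, 67, 60, 50 and 31. Without chromosomes 1 and 17 GMP clones 3 and 13 had 1061 and 1128, and PMN clone 3 had 81. Without the clone's own replicate 1 or replicate 2, which leaves it 1 library assumed to vary like the others, the GMP counts were 192 and 378 for clone 1, 161 and 165 for clone 2, 973 and 617 for clone 3, 323 and 241 for clone 4, 1206 and 692 for clone 7, 301 and 244 for clone 10, 165 and 323 for clone 12, and 817 and 1068 for clone 13. In PMN they were 2 and 58 for clone 1 (the 2 being Ralgds and BC023829), 6 and 1 for clone 2 (Capn11), 367 and 5 for clone 3 (Pak1, Fmnl2, Ppm1e, Capn11 and B3galt4), 41 and 36 for clone 4, 163 and 68 for clone 7, 37 and 23 for clone 10, 31 and 21 for clone 12, and 105 and 62 for clone 13.

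Genes called in both states numbered 1384 with the replicate block and 122 at an adjusted p under 0.01. Interaction genes numbered 1285 with DESeq2, 1943 without the filter, 776 with the replicate block and 1800 with a block within each state; single libraries gave 228 to 492. The other named calls lost by leaving out 1 library were those of Irf8 (to 0.0797), Csf1r (0.0692), Cd74 (0.0723) and Ccr2 (0.101) between PMN clones, for which clone 7 replicate 2, except clone 4 replicate 1 for Ccr2, gave the largest value. They were lost without 2, 3, 2 and 7 libraries, named beside those results. Interaction calls of Irf8 and Hoxb8 were lost too, to 0.127 and 0.116.

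The similarity differences ranged from 0.604 to 1.017 in GMP, 0.421 to 0.786 in PMN and 0.266 to 0.73 between states. The difference in between-clone SD ranged from -0.051 to 0.025 when a clone was left out, was 0.042 with the replicate block (0.112 in GMP and 0.153 in PMN, exact permutation p 0.312), was called under none of the 12 alternatives, and changed sign without clone 7 (-0.01), without clone 13 (-0.051) and at a mean of at least 10 CPM (-0.004). In PMN, most differences of 2-fold between clones were not recovered in simulated libraries of this depth and number.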

Other observations

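In this part the tests of other splits of the samples, of an extra chromosome copy, of damped replicate 1 libraries, of maturation in replicate 1 cultures and of the X chromosome were chosen only after the result was seen. The tests of GC content, length and expression level were planned.

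Other splits of the samples did not give as many genes, so the counts depend on the real grouping. These splits cannot give the number of false calls, because they turn real differences between clones or states into spread within groups. Of 100 of the 128 splits that exchange the states within clones only 1, the real one, reached 11384 genes; the next had 9475. Of 50 draws of clone labels only 1, the real one, reached 3102 genes between GMP clones (next 120), and 1 of 50 reached 629 between PMN clones (next 5).

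The upward shift of chromosome 17 in clones 7 and 13 and of chromosome 1 in clone 3 ran along the whole chromosome. In GMP clone 13 all 13 windows of 40 genes on chromosome 17 were above 0 in both replicates, as were 93.2% of its 503 genes. Over these clones, states and replicates the lowest window median was 0.20. The shifts in GMP clone 13 correspond to 1.45 and 1.43 times the level in the other clones, and 3 copies in place of 2 would give a log2 shift of 0.58 in a pure culture. Genes of other chromosomes matched on GC content, length and expression level shifted by at most 0.02, which argues against those properties (490 of 503 and 534 of 548 genes had values). An extra copy of the whole chromosome in part or all of the cells is a candidate explanation. It was not tested on DNA, and a shift of regulation along a whole chromosome is not excluded. In clones 3 and 7 the GMP shift was smaller in replicate 1 than in replicate 2 (0.34 and 0.47; 0.33 and 0.51), in 14 of 14 and 13 of 13 windows. A damping of differences in replicate 1 was not seen in GMP clone 13, where replicate 2 minus replicate 1 was -0.02 for chromosome 17. The smaller shift of chromosome 1 in GMP clone 1 went with damping (0.11 and 0.18, higher in replicate 2 in 13 of 14 windows). Damping in the replicate 1 libraries of clones 1, 3 and 7 is therefore not excluded. A share of cells with the extra copy that differs between cultures might also account for the smaller shifts in replicate 1, and was not tested.

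Replicate 1 and replicate 2 libraries differed within each state, by 4903 genes in GMP and 3782 genes in PMN (edgeR quasi-likelihood test with clone as a term). GC content and length of the transcripts accounted for 5.8% of the variance of this difference over genes in GMP and 4.5% in PMN, which argues against them as the main source (91.1% and 92.7% of genes had values). In PMN the difference followed that between GMP and PMN in 7 of 8 clones, with Spearman's rho across genes, which are not independent replicates, of 0.14 to 0.54; in clone 12 it was -0.23. In GMP it was -0.09 to -0.01. Less complete maturation in the replicate 1 cultures may account for part of the PMN difference; the GMP difference stays open. The labels give no dates, and a difference between library batches was not tested.

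Genes at 5 CPM or more in some GMP clones and at 0.3 CPM or less in others numbered 101, and 17.8% of them lay on the X chromosome (18 genes), against 2.95% of 9454 background genes (odds ratio 7.55, Fisher's exact test p 6.9e-10). Genes are not independent, so this p describes the list only. Of the 101 genes 44 were off in a single clone; 57 were off in clone 13 and 44 in clone 7. All 33 that reached the on level in a PMN clone kept every off clone below every on clone in PMN. Silencing that favours the X chromosome is a candidate explanation, for instance because a gene with 1 active copy per cell can be lost in a single step. Xist was present at 855.4 CPM in GMP and its level was not called between clones. Which X chromosome is active in each clone was not tested, and the neighbouring genes of such loci did not fall with them (0 of 253 cases).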
